A study of Homo sapiens with 4 samples. Its data were reported in "KDM5 demethylases suppress R-loop-mediated ‘viral mimicry’ and DNA damage in breast cancer cells" (2025).

How the data were processed

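H3K4me3, the histone mark found at active promoters, was profiled by CUT&Tag in HCC1428 cells, an established luminal breast cancer line. CUT&Tag directs the transposase Tn5 to a mark with an antibody, so that DNA next to the mark is cut and sequenced. Cells received DMSO, the vehicle, or 2.5 µM of the KDM5 inhibitor C48, and were collected on day 5. There were 2 libraries per group, which the labels call biological replicates; whether they came from separate cultures is not given in the sources used here, so p-values measure only the spread between these samples, which may be technical. Groups and replicate numbers were taken from the sample titles. The tables tag the treated columns GNE rather than C48, and these columns were matched to samples through the sample descriptions, which name them.

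The authors aligned reads to hg38 with Bowtie2 version 2.3.4.1, per the submitters' processing notes, and to the fly genome for spike-in nuclei. Per the file headers, the deposited peak table holds a signal per peak and library, the number of HOMER tags scaled to 10 M (10000000) aligned tags, with no spike-in scaling; the HOMER version is not given in the sources used here. The authors called peaks per library and merged them into a consensus set of 110018 peaks over libraries that include other cell lines, of which 45692 were called in at least 1 of the 4 libraries. The authors' peak score of each merged peak was not used in any test. The deposited repeat table holds estimated counts per repeat subfamily from RepEnrich2, in which a read that fits several subfamilies is shared between them; the values are whole numbers and were used without change for 15583 subfamilies, of which 14226 are simple repeats. Subfamilies with near-identical copies share reads, so their separate values are less certain.

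Spike-in counts were not used here. In their place, libraries were scaled by the column total with the TMM factors of edgeR 4.0.16, as fixed for that case. TMM takes most of the measured regions as unchanged, so every direction is relative to the bulk of the peaks or repeats, and a rise or fall shared by the whole genome cannot be seen. The signal values are whole multiples of 1 step per library, which is what 1 tag is worth; 100% of values came out whole within a tolerance of 0.1 tags. HOMER counts each mate of a pair as a tag, so read pairs were taken as tags divided by 2. The steps gave 88.4 and 64.6 M aligned tags in the DMSO libraries and 58.4 and 72.7 M in the C48 libraries. Because the design called for a count test on counts and for limma on normalized scores, peaks were tested with limma-trend (limma 3.58.1, R 4.3.3) on log2(scaled value + 1), after keeping the 43712 peaks with a mean value of at least 5; fold changes are on this log2(value + 1) scale, which understates changes of weak peaks. The quasi-likelihood count test of edgeR on the recovered tags, added after seeing the data, called 31226 peaks, and 31039 of these were called in the same direction by limma.

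For each gene, all peaks annotated promoter-TSS for its symbol were summed and tested in the same way (10017 genes). Repeat subfamilies were tested with the edgeR quasi-likelihood test after its default expression filter (4364 subfamilies). Adjusted p-values are from the Benjamini-Hochberg method, with calls at 0.05. Gene lists and repeat classes were tested with camera of limma at a preset correlation of 0.01, beside camera with an estimated correlation and fry. Shares of repeat classes were compared with a two-sided exact permutation test, for which 2 against 2 libraries allow no p below 0.333. Peak positions, annotations and nearest genes are those of the deposited table on hg38. GC content and the alignment of nuclear regions to the mitochondrial genome used the hg38 sequence and BLAST 2.17.0. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

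The groups, tests, gene lists, naming rule and most alternatives were chosen before the data were examined. Named genes are the 6 promoters with the largest rise and the 6 with the largest fall among called promoters with a mean of at least 50 tags whose libraries did not overlap between groups, up to 3 members with the smallest p in each list, and a fixed set (KDM5A, KDM5B, KDM5C, CGAS, STING1, ISG15, IFIT1, OAS2, IFI44L, IFI44, CXCL10, B2M, HLA-B, ACTB, GAPDH); 1 gene that this rule names is not reported here. The 3 largest rises and falls among intron and among intergenic peaks were named by the same conditions, as were the 3 repeat subfamilies with the smallest p in each of SINE, LINE, LTR, DNA and satellite, beside a fixed set, of which GC_rich was not analysed here. The 19 lists cover the study's interferon-stimulated gene (ISG) and antigen presentation (AP) signatures, further interferon-stimulated genes, nucleic acid sensing, the H3K4 methylation machinery, luminal, basal and myoepithelial, blood and immune, and stromal and endothelial markers, germline and cancer-testis, neuronal, HOX and metallothionein genes, DNA damage response, R-loop regulators, cell cycle and replication, and ribosomal protein, housekeeping and respiratory chain genes.

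Alternatives were other scalings (column total, DESeq2 1.42.0 median-of-ratios, ribosomal protein promoters), the DESeq2 Wald test, other filters, pseudocounts of 0.1 and 5, a replicate block, each library left out, a stricter threshold, primary chromosomes, other promoter definitions, and repeats without simple repeats. Replicates were compared first. Their counts differed by more than sampling noise, with a chi-square per degree of freedom of 3.05 between the DMSO and 2.94 between the C48 libraries over peaks, so no library was counted as a copy of another. The fits were tested on simulated data in which peaks, promoters or repeats were changed by known folds. Only 63 to 67 features were changed per fold, whereas 31263 peaks were called in the data. A change of most features at once was not simulated, so these figures do not cover that case. Of changes of 1.5-fold, 2-fold and 3-fold, 65.7%, 91.0% and 100% were recovered among 43712 simulated peaks with 8 false calls, 95.5%, 98.5% and 100% among 10017 promoters with 16 false calls, and 69.7%, 84.8% and 96.8% among 4364 repeat subfamilies with 5 false calls. A simulated list raised 1.3-fold was called at the preset correlation but not with an estimated correlation (adjusted p = 0.123, camera). Among the 12 repeat classes, a class raised 1.2-fold was called at the preset correlation along with 1 other class, and was also called with an estimated correlation (adjusted p = 0.00924).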

Results

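The series asked how the KDM5 inhibitor C48 alters H3K4me3 in HCC1428 luminal breast cancer cells; KDM5 enzymes remove this methyl mark from histone H3. The data are 4 CUT&Tag libraries, 2 from DMSO-treated and 2 from C48-treated cells. The DMSO libraries held 88.4 and 64.6 M aligned tags and the C48 libraries 58.4 and 72.7 M, of which 64.0% to 66.3% lay in the merged peaks. HOMER had called 30162 and 29745 of these peaks in the DMSO libraries and 37462 and 37867 in the C48 libraries. Peaks called in both C48 libraries and neither DMSO library numbered 5533, against 1193 for the opposite case, and 24432 were called in all 4. The log-scale correlation across peaks was 0.993 between the DMSO libraries and 0.993 between the C48 libraries, and 0.950 to 0.953 between groups; peaks are not independent replicates.

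The first comparison asked where in the genome H3K4me3 differed between C48 and DMSO. Relative to the bulk of peaks, more intergenic and intron peaks rose than fell, and at the transcription start sites (TSS) of genes more fell than rose with TMM and DESeq2 factors, the promoter-TSS counts turning on the other scalings. Of 11586 intergenic peaks, 5897 rose and 1318 fell (median log2 fold change 0.47), and of 14046 intron peaks 6035 rose and 4281 fell (0.20). Of 12283 promoter-TSS peaks, 2536 rose and 6684 fell (median -0.29, and -0.36 with DESeq2 factors, but 0.03 per 10 M tags, 0.08 on the column total and 0.44 when scaled on ribosomal protein promoters). Peaks 1 to 2 kb from a TSS stood apart from those at the TSS itself: 2053 of 3131 rose and 480 fell (median 0.65), while 3018 of the 16874 peaks within 0.5 kb rose and 10378 fell (-0.37, and -0.44 with DESeq2 factors and -0.043 per 10 M tags, but 0.0054 on the column total and 0.37 on ribosomal protein promoters). Over 50 kb from any TSS, 4187 of 7376 peaks rose and 496 fell (0.61).

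**Figure D1:**
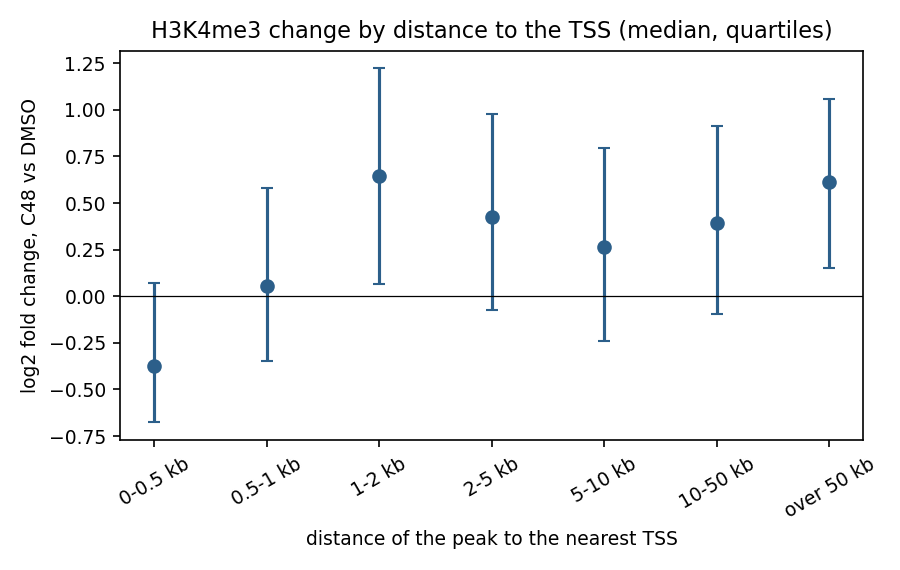
Median log2 fold change (C48 against DMSO, TMM scaling, y axis) of tested peaks by distance to the nearest TSS (x axis, kb), with bars from the lower to the upper quartile of peaks. The median is -0.37 within 0.5 kb and 0.65 at 1 to 2 kb; the value within 0.5 kb is -0.44 with DESeq2 factors, -0.043 per 10 M tags, 0.0054 on the column total and 0.37 when scaled on ribosomal protein promoters.

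Within promoter-TSS, intron and intergenic peaks, medians were above 0 in weak peaks and below 0 in strong ones. The intron median first rose, from 0.64 at 5 to 10 tags per 10 M to 0.72 at 10 to 20. Weak intergenic peaks with a mean of 5 to 10 tags per 10 M had a median of 0.68 and weak promoter-TSS peaks one of 0.43, whereas peaks of 500 to 1000 had medians of -0.51 and -0.67. In all, limma called 16361 peaks higher and 14902 lower of 43712 tested, with 12449 not called. The split depended on the scaling: per 10 M tags as deposited it was 23910 higher and 9130 lower, on the column total 25216 and 8297, on ribosomal protein promoters 34398 and 2146, and with DESeq2 factors 14889 and 15995. The median of all peaks was 0.09 with TMM and 0.40 per 10 M tags, and the scaling factors of the groups differ by 0.33 on the log2 scale; changes are given relative to the TMM scaling unless stated.

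**Figure D2:**
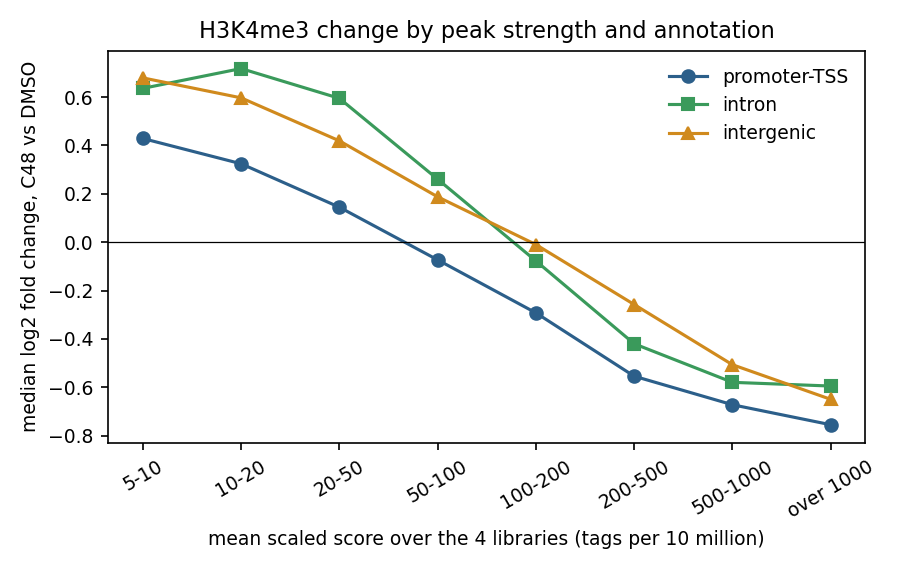
Median log2 fold change (C48 against DMSO, TMM scaling, y axis) of promoter-TSS, intron and intergenic peaks by mean scaled value over the 4 libraries (x axis, tags per 10 M). Medians go from 0.68 (intergenic, 5 to 10) and 0.43 (promoter-TSS, 5 to 10) to below 0 in strong peaks of every class; another scaling moves all points in the same direction.

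The largest single changes in introns and between genes were as follows. An intron peak near RNF2, which encodes an E3 ligase of Polycomb repressive complex 1, went from 1.97 ± 0.438 to 58.9 ± 4.51 tags per 10 M (SD, n = 2 per group, chromosome 1, 185047915 to 185048178, log2 fold change 4.34 with SE 0.23, limma adjusted p = 9.33e-24). Intron peaks near CCDC9B (4.27) and near the pseudogene NBPF13P (4.22) also rose. Of the intergenic peaks, one within an AluJb element near TTC25 rose most (chromosome 17, 41929058 to 41929443, 4.38), followed by peaks near STEAP3, a metalloreductase gene (4.12), and LINC00396 (4.11). The largest falls in introns were near CERS1, a ceramide synthase gene (-2.45), RANGAP1, whose product activates the Ran GTPase (-2.38), and ARHGAP45 (-2.18). Between genes, falls were largest near GPC1 (-2.66), in a subtelomeric TAR1 repeat near LINC00266-1 (chromosome 20, 64285824 to 64286299, -2.56) and near MIR12136 (chromosome 1, 633877 to 634175, -2.37), a region 98.997% identical to mitochondrial DNA over its length.

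The second comparison asked which gene promoters differed. Several interferon-stimulated promoters gained H3K4me3 in C48. ISG15, a ubiquitin-like interferon-induced modifier, rose from 48.3 ± 5.25 to 112.2 ± 1.62 tags per 10 M (SD, n = 2, chromosome 1, 1013074 to 1014005, log2 fold change 1.2 with SE 0.11, limma adjusted p = 2.44e-11). BST2, which tethers budding virus to the cell surface, rose by 1.19, IFI44L by 1.66 and IFIT1, which binds foreign RNA, by 0.59 (1.15 over all peaks within 1 kb of the TSS); these 4 rose under each scaling tried. The KDM5 genes themselves were lower with TMM, with values above 0 on ribosomal protein promoters: KDM5A was at -0.50 (0.25 on that scaling) and KDM5C at -0.64 (0.10, not called).

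No value was tested at the annotated promoter of KDM5B, CGAS, STING1, OAS2, IFI44 or CXCL10. Summing instead all peaks within 1 kb of the TSS gave rises for the DNA sensor CGAS (0.75), for OAS2, which makes the second messenger of RNase L (2.44), and for IFI44 (2.22), and no tested value for KDM5B, STING1 and CXCL10. HLA-B and B2M, which form the surface MHC class I molecule, fell by 0.48 and 0.55 with TMM (by 0.66 and 0.76 over all peaks within 1 kb) but were not called on the column total (-0.11 and -0.20) or per 10 M tags (-0.15 and -0.24), and HLA-B rose by 0.26 and B2M stood at 0.14 on ribosomal protein promoters. The strongest annotated promoter peak of B2M lies on an alternate contig of chromosome 15. Its promoter value rests on 83.3 tags per library on average and its call was lost with the DESeq2 Wald test (adjusted p = 0.116), without DMSO replicate 2 (-0.53, limma adjusted p = 0.0779) or without C48 replicate 1 (-0.32, 0.316). Of the control genes, GAPDH, a glycolytic enzyme, fell by 0.80 (-0.056 and not called on ribosomal protein promoters), and ACTB, cytoplasmic actin, rose by 0.42 at its annotated promoter but fell by 0.67 over all peaks within 1 kb.

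**Figure D3:**
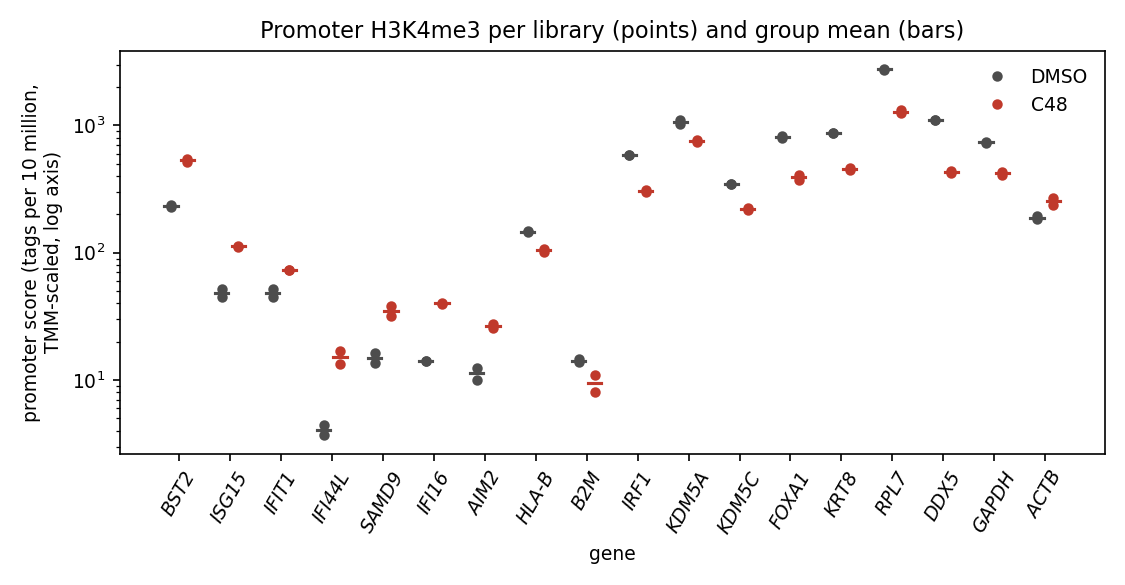
Promoter H3K4me3 (y axis, TMM-scaled tags per 10 M, log axis) of named genes (x axis) in the DMSO and C48 libraries; points are libraries and bars the mean of 2 libraries. BST2, ISG15, IFIT1, IFI44L, SAMD9, IFI16 and AIM2 are higher in C48, while RPL7 and DDX5 are lower; KDM5A, KDM5C, HLA-B and B2M are lower here but have log2 fold changes above 0 when scaled on ribosomal protein promoters, and ACTB reverses over all peaks within 1 kb.

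Across all 10017 promoters limma called 1895 higher and 5841 lower (median -0.34). Per 10 M tags the split was 3557 and 3847 (median -0.0060), on the column total 3917 and 3587 (0.04), on ribosomal protein promoters 6829 and 961 (0.41) and with DESeq2 factors 1638 and 6181 (-0.40). After spike-in normalization, not done here, the paper reports a rise of H3K4me3 at promoters in C48-treated cells. With TMM, the largest rise was at the noncoding gene LOC101927377 (4.28, chromosome 20, 47351844 to 47352989), close to the promoter of ZMYND8, a chromatin reader gene, which also rose (3.09, strongest peak at chromosome 20, 47356541 to 47357008). ANKAR (3.30), the cytochrome P450 gene CYP4B1 (2.84), CRYAB, a small heat shock protein gene (2.73), and CCL28, a mucosal chemokine gene (2.63), followed. The largest falls were at LOC101928626 (-2.29, chromosome 1, 629747 to 630045), a region also 98.997% identical to mitochondrial DNA, TSEN34 of the tRNA splicing endonuclease (-1.92), KHSRP, an RNA-binding protein of mRNA decay (-1.89, and -0.78 over all peaks within 1 kb), PCF11 of the mRNA cleavage machinery (-1.61), TCTEX1D4 (-1.58) and LOC102723665 (-1.53).

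With TMM, members of the interferon lists moved in both directions, and scalings other than DESeq2 factors gave more rises than falls. Of the 31 tested members of the ISG signature, 9 rose, 15 fell and 7 were not called (8 and 17 with DESeq2 factors, but 13 up and 7 down per 10 M tags and 25 and 2 on ribosomal protein promoters); BST2 rose, whereas PTPN2, a phosphatase that restrains JAK signalling (-1.05), and IRF1, an interferon-induced transcription factor (-0.93), fell. Its median was -0.18 (0.15 per 10 M tags) but its mean 0.03 and its camera direction up, without a call (adjusted p = 0.128, and 0.533 with an estimated correlation). Further interferon-stimulated genes gave 5 up, 6 down and 1 not called of 12 (7 up and 1 down per 10 M tags, 12 and 0 on ribosomal protein promoters), with rises at SAMD9 (1.17) and IFI44L and a fall at UBE2L6, the E2 enzyme for ISG15 (-0.45, but 0.29 on ribosomal protein promoters). Among nucleic acid sensing genes 3 rose, 5 fell and 2 were not called (6 up and 1 down per 10 M tags, 9 and 0 on ribosomal protein promoters); the DNA sensors IFI16 (1.45) and AIM2 (1.18) rose and TBK1, the kinase downstream of STING, fell (-0.62, but 0.13 on ribosomal protein promoters). Medians of these lists were -0.05 and -0.06 with TMM against means of 0.21 and 0.19 and an upward test direction, with no call (camera adjusted p = 0.128 and 0.217), and per 10 M tags both medians were 0.25. With all peaks within 1 kb summed, camera called 13 of the 19 lists. These 3 were called higher (adjusted p = 0.00201, 0.0175 and 0.0486), as were neuronal (0.00201), HOX (0.00201), stromal and endothelial (0.0111), metallothionein (0.0270) and blood and immune genes (0.0293), while ribosomal protein (1.61e-05), H3K4 methylation (0.00797), housekeeping (0.0118), respiratory chain (0.0179) and R-loop genes (0.0270) were called lower. None of these 13 calls held with an estimated correlation (smallest adjusted p = 0.365). That check also missed a simulated list raised 1.3-fold (camera adjusted p = 0.123), so failing it does not decide these calls. Whether they depend on the trend with peak strength was not tested. Of the 6 tested genes of the AP signature none rose, 5 fell and 1 was not called (median -0.56, but 0.16 on ribosomal protein promoters, camera adjusted p = 0.418), among them LNPEP, an aminopeptidase gene (-0.998), and PDIA3, of the peptide-loading complex (-0.58, but 0.17 on that scaling). AP counts were 0 up and 3 down per 10 M tags, and 3 and 1 on ribosomal protein promoters.

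Most promoters of ribosomal protein, H3K4 methylation and housekeeping genes fell with TMM, while the H3K4 methylation median was above 0 when scaled on ribosomal protein promoters. Of 34 tested ribosomal protein genes none rose, 31 fell and 3 were not called (median -0.68, -0.35 per 10 M tags, and 0.07 when scaled on these promoters, which sets it near 0 by construction), with RPL7 at -1.11, RPS2 at -1.15 and RPL6 at -0.85; camera called the list lower (adjusted p = 0.000733), but not with an estimated correlation (adjusted p = 0.533). The H3K4 methylation machinery gave 15 falls and 1 gene not called of 16 (median -0.63, but 0.10 on ribosomal protein promoters, camera adjusted p = 0.0333, and 0.533 with an estimated correlation), a call lost once the trend with peak strength was removed (adjusted p = 0.199). Its members include KDM1B, an H3K4 demethylase (-1.14), KDM6A, an H3K27 demethylase (-1.02), and the methyltransferase KMT2B (-0.85). With TMM at the annotated promoters, these were the only camera calls among the 19 lists with the preset correlation. Neither held with an estimated one, which also missed a simulated list raised 1.3-fold. The fry test gave adjusted p = 0.00664 for the ISG, AP, blood and immune, DNA damage, R-loop and cell cycle lists. It gave 0.0106 for the respiratory chain list and 0.0123 for the luminal and the housekeeping lists. Camera called none of these lists in the main fit. Fry tests a list against no change rather than against other promoters, so its result moves with the scaling. With TMM the median of all promoters was -0.34. The direction of the fry results was not kept, so they show neither a rise nor a fall of a list. Fry gave 0.149 for further interferon-stimulated genes, 0.0745 for nucleic acid sensing and 0.885 for HOX genes. Of 8 housekeeping genes 7 fell and ACTB rose at its annotated promoter (median -0.79, and -0.041 on ribosomal protein promoters, camera adjusted p = 0.128), with YWHAZ, a 14-3-3 protein gene, at -0.86 and EEF1A1, a translation elongation factor gene, at -1.06.

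Lists tied to growth and genome upkeep showed more falls than rises with TMM and the opposite on ribosomal protein promoters. R-loop regulators gave 12 falls and 3 not called of 15 (median -0.43, and 0.32 on that scaling, adjusted p = 0.128), including the RNA helicase DDX5 (-1.36) and the splicing factor SRSF2 (-1.25). DNA damage response genes gave 2 up, 15 down and 3 not called (-0.35, and 0.40, adjusted p = 0.517), with PARP2 at -1.22, ATM at -0.77 and FANCA at -0.63. For cell cycle and replication the counts were 2, 16 and 4 (-0.33, and 0.41, adjusted p = 0.490), including the kinase AURKA (-0.61), CCNE2 (-0.65) and RB1 (-0.76), and for respiratory chain genes 1, 13 and 6 (-0.49, and 0.25, adjusted p = 0.233), including ATP5F1B (-1.08), UQCRFS1 (-0.85) and COX4I1 (-0.69). On ribosomal protein promoters AURKA (0.14) and CCNE2 (0.10) reversed, while FANCA (0.11), COX4I1 (0.061), ATM (-0.022), RB1 (-0.017) and UQCRFS1 (-0.10) were not called. On the column total the DNA damage and cell cycle medians were 0.03 and 0.04. With TMM these medians were near that of all promoters (-0.34). Among 10000 random lists matched for signal strength, DNA damage stood at percentile 63.69 and cell cycle at 66.68. R-loop regulators stood at 61.05 and respiratory chain genes at 8.34. The DNA damage and cell cycle lists thus showed no fall beyond promoters of like strength. Less the trend with peak strength, the R-loop median was still -0.31.

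Lineage markers had few tested promoters. Of 10 luminal markers 1 rose, 7 fell and 2 were not called (median -0.28, but 0.05 per 10 M tags, camera adjusted p = 0.490), with falls at the pioneer factor FOXA1 (-1.07) and the keratins KRT8 (-0.93) and KRT18 (-0.82, but -0.078 and not called on ribosomal protein promoters). Basal and myoepithelial markers gave 4 rises and 3 falls of 7 (median 0.22, and 0.56 per 10 M tags, adjusted p = 0.2004): the oxytocin receptor gene OXTR rose (0.84), and the transcription factor gene ZEB1 (-0.77, but -0.020 and not called on ribosomal protein promoters) and CAV1 (-0.19, but 0.14 per 10 M tags) fell. Luminal counts were 5 up and 4 down per 10 M tags and 6 and 2 on ribosomal protein promoters. With DESeq2 factors they were 1 and 8. Basal counts were 5 up and 1 down per 10 M tags, 6 and 0 on ribosomal protein promoters, and 3 and 3 with DESeq2 factors. The only blood and immune markers tested, CD14 (1.16) and CD8A (0.57), were each called higher by limma, without a call of the list (camera adjusted p = 0.0917), and CD8A stood at 0.010 over all peaks within 1 kb. Of stromal and endothelial markers PDGFRA rose (0.33) and KDR was at 0.0064, not called (-0.061 with DESeq2 factors, but called higher per 10 M tags, 0.34), and the list was not called (camera adjusted p = 0.233). Neuronal genes gave 5 rises, 3 falls and 7 not called of 15 (median 0.05, but -0.017 with median-of-ratios factors, and 0.38 per 10 M tags, adjusted p = 0.0917), including GAD2, which makes the transmitter GABA (1.53), NRXN3 (-0.65, but 0.09 and not called on ribosomal protein promoters) and SYT1 (-0.20, but 0.13 per 10 M tags, and not called at its single highest promoter peak, -0.080). This list gave 10 up and 1 down per 10 M tags, 13 and 0 on ribosomal protein promoters, and 5 and 5 with DESeq2 factors.

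The 8 germline and cancer-testis genes gave 2 rises, 2 falls and 4 not called (median -0.06, 0.26 per 10 M tags, but mean 0.12 and an upward test direction, camera adjusted p = 0.233), with MAGEA4 at 1.56, RAD21L1, a meiotic cohesin gene, at -1.02 (-0.57 over all peaks within 1 kb, and -0.29 and not called on ribosomal protein promoters) and SYCP2 at -0.31 (0.02 and not called per 10 M tags). HOX genes gave 3 rises, 4 falls and 6 not called of 13 (median -0.0039, 0.33 per 10 M tags, mean 0.04, test direction up, camera adjusted p = 0.1102), with HOXB7 at 0.69 (0.28 over all peaks within 1 kb), HOXA4 at -0.60 and HOXC9 at -0.57, the last 2 at 0.15 (not called) and 0.17 on ribosomal protein promoters. HOX counts were 7 up and 2 down per 10 M tags, 10 and 0 on ribosomal protein promoters, and 3 and 4 with DESeq2 factors. Germline counts were 2 up and 1 down per 10 M tags and 2 and 3 with DESeq2 factors. They were 5 and 1 on the column total and 6 and 0 on ribosomal protein promoters. Of 2 metallothionein genes MT1F rose (0.61) and MT1E was not called (-0.18, but 0.19 on the column total, camera adjusted p for the list 0.217), and was called lower without DMSO replicate 2 (limma adjusted p = 0.0475) or with DESeq2 factors (0.0103). Counts adjusted over the list alone equalled those over all promoters in each list except the metallothioneins, where MT1E counted as a fall.

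**Figure D4:**
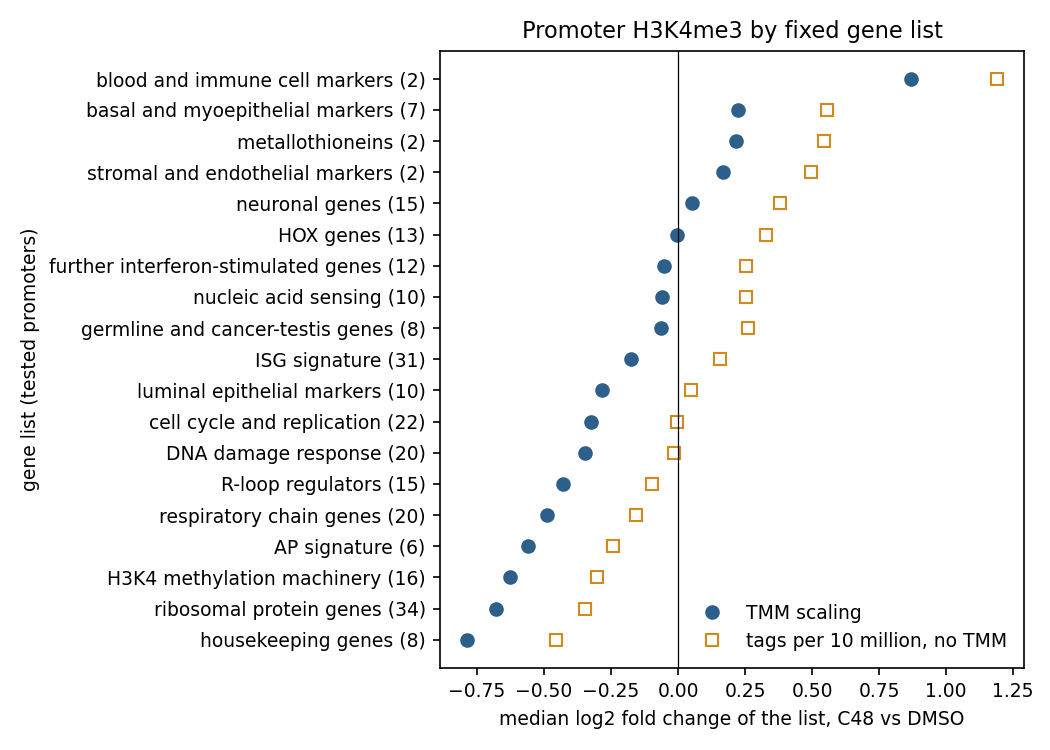
Median log2 fold change of each gene list (C48 against DMSO, x axis) with TMM scaling (filled) and per 10 M tags (open); numbers of tested promoters stand in brackets. Ribosomal protein genes are at -0.68 and -0.35 and housekeeping genes at -0.79 and -0.46, while the ISG signature is at -0.18 and 0.15 and luminal markers at -0.28 and 0.05; scaled on ribosomal protein promoters, the ribosomal protein median is 0.07, near 0 by construction.

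The third comparison asked which repeat sequences gained or lost H3K4me3 reads. Short interspersed elements (SINE), which include the primate Alu family, rose without exception: all 62 tested subfamilies were higher in C48 (median 0.46, and 0.22 with 61 called when simple repeats were left out). AluY rose from 14279 ± 274 to 21146 ± 177 CPM (SD, n = 2, log2 fold change 0.57 with SE 0.02, edgeR adjusted p = 1.51e-11), AluJb by 0.52, AluSx by 0.50, MIR by 0.50, and the young AluYa5 and AluYb8 by 0.49 and 0.37. DNA transposons gave 145 rises and 19 falls of 244 (median 0.35, but 108 rises, 50 falls and a median of 0.11 without simple repeats), with MER30 at 0.85, MER3 at 0.63 and MER33 at 0.59. Scaled on the column total of the peak table, the SINE median was 0.62 and the DNA median 0.53 (175 rises and 6 falls). In the main fit camera called SINE (adjusted p = 2.71e-35) and DNA (7.81e-12) higher than other repeats. Neither held with an estimated correlation (adjusted p = 0.175 and 0.163).

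Retroviral and LINE elements were mixed. Long terminal repeat (LTR) subfamilies gave 302 rises and 112 falls of 576 (median 0.20, but 182 rises, 213 falls and a median of -0.028 without simple repeats), with HERV15-int at 1.16, HERVE-int at 0.93, LTR5_Hs of the youngest HERV-K at 0.81, HERVK-int at 0.79, LTR7 at 0.52, MER57E3 at 0.39 and HUERS-P3-int at -1.33. Without simple repeats LTR12C (0.22) was at -0.0097 and not called, and HERVH-int (0.14) reversed (-0.096). LINE subfamilies gave 92 rises and 36 falls of 168 (median 0.16, but 44 rises, 70 falls and a median of -0.075 without simple repeats): the ancient L2a (0.47) and L2c (0.49) rose, L1PA6 fell by 0.67, and of the young elements L1HS (0.12) reversed without simple repeats (-0.12) and L1PA2 (0.16) was then at -0.075 and not called. L1HS was not called without C48 replicate 1 (edgeR adjusted p = 0.0596) or on the column total (0.207), nor was HERVH-int on the column total (0.0845). On the peak-table total, LTR gave 347 rises and 56 falls (median 0.38) and LINE 106 rises and 11 falls (0.33). The fit without simple repeats takes the remaining repeats as its reference, so its falls are relative to them. In the main fit both classes were called higher by camera (adjusted p = 7.02e-07 for LTR and 0.000159 for LINE), but not with an estimated correlation (adjusted p = 0.476 and 0.482). SVA_D and SVA_F, composite hominid elements, were at 0.04 and -0.013 and not called. Both were called lower without simple repeats (-0.19 and -0.25) and higher on the peak-table total (0.21 and 0.15).

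Satellites split. SATR1 rose by 1.2, SATR2 by 1.14 and GSATII, a pericentromeric satellite, by 0.91, while ALR_Alpha, the alpha satellite of centromeres, fell by 1.37 and HSATII by 1.95. The class gave 12 rises and 10 falls of 22 (median 0.27, camera up, adjusted p = 0.0299, and 0.482 with an estimated correlation); its call was lost without DMSO replicate 1 (camera adjusted p = 0.369), DMSO replicate 2 (0.221) or C48 replicate 1 (0.149), and without simple repeats its direction was down (0.820). The subtelomeric TAR1 rose by 0.15 but was at -0.079 without simple repeats, and the telomere hexamer TTAGGG fell by 0.94 and its reverse complement CCCTAA by 0.21 (not called without DMSO replicate 2 or C48 replicate 1, edgeR adjusted p = 0.0672 and 0.0740, on the peak-table total, 0.642, or with a mean count of at least 50, 0.0730).

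Simple repeats gave 738 rises and 1223 falls of 3140 (median -0.11, but 0.07 on the peak-table total, adjusted p = 1.62e-12, and 0.163 with an estimated correlation), and tRNA genes 2 rises and 44 falls of 58 (-0.38, 3.67e-07, and 0.476). Over all classes edgeR called 1380 subfamilies higher and 1457 lower of 4364 tested; on the peak-table total the split was 1699 and 1005. Of 12 classes tested by camera, SINE, DNA, LINE, LTR and satellite were called up and simple repeats and tRNA down, and the DNA?, Retroposon, scRNA, snRNA and Unknown classes were not called, of which Unknown was called up without DMSO replicate 1. None of the class calls in the main fit held with an estimated correlation (smallest adjusted p = 0.163).

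As a share of repeat counts, SINE went from 23.8% ± 0.0414 in DMSO to 31.6% ± 0.183 in C48 (SD, n = 2), LINE from 17.8% ± 0.159 to 19.7% ± 0.331, LTR from 9.69% ± 0.186 to 10.5% ± 0.241, DNA from 3.70% ± 0.0449 to 4.55% ± 0.0134 and satellites from 2.02% ± 0.00258 to 2.69% ± 0.0284. Simple repeats went from 31.9% ± 0.285 to 23.1% ± 0.317 and low complexity from 8.30% ± 0.115 to 6.11% ± 0.104. In each class both C48 libraries lay on the same side of both DMSO libraries, for which the exact permutation test gives p = 0.333, the smallest that 2 against 2 libraries allow. Without simple repeats and low complexity in the sum, the LINE and LTR shares changed by -1.86 and -1.41 percentage points instead, while as shares of the implied read pairs they changed by 1.65 and 0.788. Repeat counts came to 33.5% and 35.0% of the implied read pairs in DMSO and 40.0% and 38.6% in C48.

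**Figure D5:**
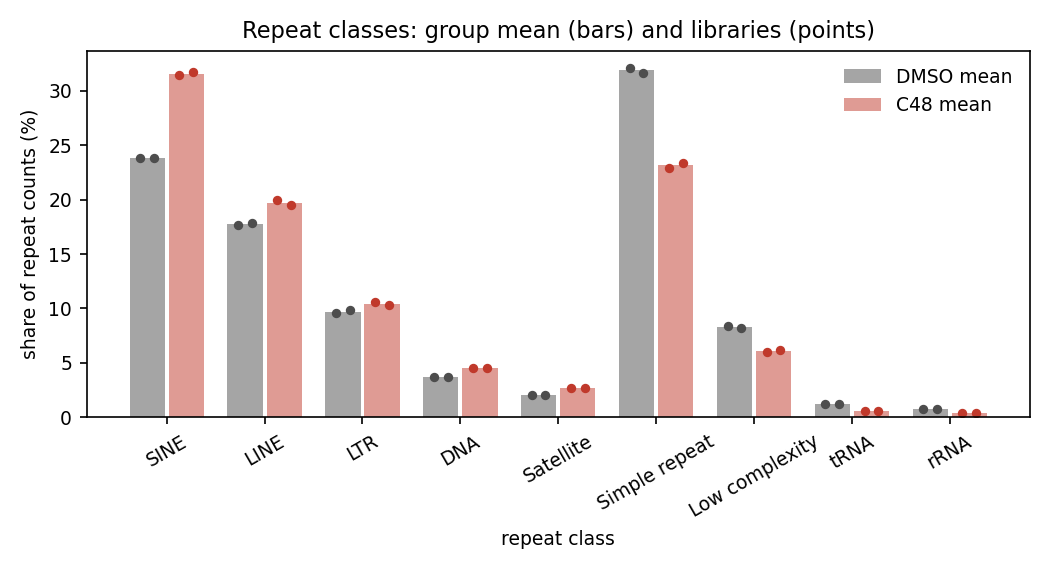
Share of repeat counts (y axis, %) per repeat class (x axis); bars are group means and points the 2 libraries of each group. SINE goes from 23.8% to 31.6% and simple repeats from 31.9% to 23.1%; LINE and LTR are higher here and as shares of implied read pairs, but lower in C48 once simple repeats and low complexity are left out of the sum.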

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

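The edgeR test on recovered tags, the deposited values with no further factor, the removal of the trend with peak strength and the restriction to called peaks were chosen after seeing the data; the other settings were fixed beforehand. Of 2139 values of named genes, peaks, repeats and sets under alternatives, 2029 kept direction and call, 32 lost the call, 21 gained one and 57 changed sign, of which 32 were called in the new direction and 25 were not. The cause was not tested unless stated. On the column total, 25216 peaks were higher and 8297 lower, and 3917 promoters higher and 3587 lower; CAV1 (0.19), SYCP2 (0.072), SYT1 (0.18) and MT1E (0.19) reversed, UBE2L6 (-0.073) lost its call, and SVA_D (-0.033) was below 0 without a call. With the deposited values, 9130 peaks were lower, 3557 promoters higher and 3847 lower, and CAV1 (0.14) and SYT1 (0.13) reversed, while SYCP2 (0.023) and MT1E (0.15) were above 0 without a call. On ribosomal protein promoters, 34398 peaks were higher and 2146 lower, and 6829 promoters higher and 961 lower. On that scaling PDIA3 (0.17), HLA-B (0.26), UBE2L6 (0.29), TBK1 (0.13), CAV1 (0.55), SYCP2 (0.44), SYT1 (0.55), AURKA (0.14), CCNE2 (0.10), HOXC9 (0.17), MT1E (0.56) and KDM5A (0.25) reversed, while NRXN3 (0.094), FANCA (0.11), HOXA4 (0.15), COX4I1 (0.061), KDM5C (0.10) and B2M (0.14) were above 0 without a call. These changes of sign follow from the factors themselves, since another factor moves every value of a library together. With all peaks within 1 kb of the TSS, 12190 promoters were called, 9416 of them lower, and 13 lists, ACTB reversed (-0.67), and MT1E (0.046) was above 0 without a call. With the trend removed, PDIA3 (-0.088), NRXN3 (-0.067) and FANCA (-0.070) lost their calls, 3314 promoters were higher and 3409 lower, 1 list was called, and UBE2L6 (0.14), TBK1 (0.080), CAV1 (0.50), SYCP2 (0.40), SYT1 (0.50), AURKA (0.14), CCNE2 (0.069) and KDM5A (0.15) reversed. COX4I1 (0.017) and MT1E (0.00078) were then above 0 without a call, and luminal (camera adjusted p = 0.369), DNA damage (0.719) and cell cycle (0.576) lists turned up without a call. With DESeq2 factors KDR (-0.061) and with a mean count of at least 50 SVA_F (0.046) changed sign without a call, and MT1E (-0.25) and SVA_D (0.098) respectively gained one. SYT1 lost its call at the single highest promoter peak (-0.080). On the peak-table total, SVA_F reversed (0.15). In the main fit, 641 of the 1220 tested subfamilies other than simple repeats and low complexity were higher and 232 lower. Without simple repeats and low complexity in the fit, 836 subfamilies were called, 419 higher and 417 lower, and 3 classes. L1HS (-0.12), HERVH-int (-0.10), TAR1 (-0.079) and SVA_D (-0.19) reversed. L1PA2 (-0.075) and LTR12C (-0.0097) were then below 0 without a call, and the classes LINE (camera adjusted p = 0.0741), LTR (0.820), Satellite (0.820) and Retroposon (0.224) turned down without a call. In percentage points, shares without simple repeats changed by 4.83 for SINE, 0.247 for DNA and 0.436 for Satellite, and by -1.86 for LINE and -1.41 for LTR, which reversed. As shares of implied read pairs, SINE changed by 4.25, LINE by 1.65, LTR by 0.788, DNA by 0.52, Satellite by 0.367, simple repeats by -1.82 and low complexity by -0.441.

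Leaving out each library in turn, with the lone sample assumed to vary like the other group, gave 26695 to 30776 peaks, 7110 to 7524 promoters, 2 lists, 2463 to 2571 repeat subfamilies and 6 to 7 classes, and left KDR at -0.074 to 0.15, never called. Share changes ranged from 7.63 to 7.88 for SINE, 1.69 to 2.15 for LINE, 0.593 to 0.934 for LTR, 0.817 to 0.880 for DNA, 0.655 to 0.696 for Satellite, -8.93 to -8.48 for simple repeats and -2.27 to -2.10 for low complexity. The replicate numbers do not pair the samples: deviations of same-numbered libraries correlated at -0.0308 over peaks and -0.0504 over repeats. With the number as a replicate block, 31044 peaks, 7711 promoters, 3 lists, 2731 subfamilies and 6 classes were called; the housekeeping list gained a call (camera adjusted p = 0.0253) and the Satellite class lost its call (0.136). DESeq2 factors gave 14889 higher and 15995 lower peaks. TMM as an alternative for the scaling in use and a pseudocount for repeat counts were not run. Changes of 1.5-fold can be missed: of those simulated, 65.7% were recovered among peaks and 69.7% among repeats.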

Other observations

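The tests of even background, dilution and matched SINE peaks below were chosen after the results they bear on were seen; the tests of thinning, GC content, mitochondrial alignment and the fit without simple repeats were written before theirs. Within introns and intergenic regions, peaks in 6 repeat classes were compared with peaks of the same strength and distance to a TSS that hold no repeat. Peaks in LINE elements lay below such matched peaks (mean log2 difference -0.27 over 2991 peaks, 95% bootstrap interval -0.30 to -0.25), and peaks in DNA transposons lay above them (0.18 over 308 peaks, 0.098 to 0.27). Simple repeats (-0.140, -0.246 to -0.0319) and LTR elements (-0.0338, -0.0617 to -0.00576) lay lower by less, and for satellites (0.0270, -0.0634 to 0.1103) and SINE elements the interval included 0. These intervals cover the spread between peaks, not between libraries.

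Weak peaks rose and strong peaks fell relative to the bulk, with a slope of log2 fold change on log2 mean value of -0.198, against 0.00402 between the DMSO and -0.0152 between the C48 libraries. A difference in depth was argued against by these slopes within groups. The DMSO libraries (88.4 and 64.6 M tags) and the C48 libraries (58.4 and 72.7 M) also differed in depth. Thinning all libraries to 58.4 M tags left the slope between groups at -0.198 (SE 0.00145). Values were already scaled per library, so thinning could hardly have moved this slope and does not decide the question. GC content could account for part at most: within 10 groups of peaks of like GC content the mean slope was -0.151 (SD 0.0182). Across these groups the median log2 fold change went from 0.77 at the lowest to -0.45 at the highest GC content. GC content correlated with log2 fold change at -0.464 and with log mean value at 0.557. Tags outside all peaks went from 33.9% to 35.8%, but even background over the genome was argued against, since this gain per kb was 0.678% of that at peaks of 5 to 10. Background gathered at open chromatin was not tested and stays open. An effect of KDM5 inhibition on weakly marked sites stays open, untested. A genome-wide change that TMM hides was not tested here, since the spike-in nuclei were not used. The paper reports fewer fly reads in the C48 samples, which it describes as fitting a global increase in H3K4me3.

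Mitochondrial peaks were 3.87-fold and alpha satellite 2.36-fold lower in C48, tRNA genes 1.85-fold per read pair. Even dilution of untargeted reads was argued against by the share of tags outside all peaks (log2 change 0.0772). Of the nuclear regions with large falls, 2 were compared with the mitochondrial genome, and 2 of 2 (near MIR12136 and at LOC101928626) align to it at 98.997% identity, so reads shared with the mitochondrial genome may account for these 2 falls; the others were not compared. Why mitochondria, alpha satellite and tRNA genes fell together stays open, and an effect of the drug was not tested. Unlike the alpha satellite fall here, the paper reports a higher percentage of aligned reads in centromeric and in sub-telomeric regions with C48. Its regions were aligned separately, and that measure was not computed here. In the centromeric repeat family, 4 subfamilies rose and 2 fell here.

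SINE subfamilies rose together relative to other repeats. A fall of simple repeats in a closed sum was argued against, as the whole cause and as a part of it. Without simple repeats in the fit, 61 of 62 SINE subfamilies still rose. Their median went from 0.46 to 0.22, but that fit takes the remaining repeats as its reference. With denominators outside the repeat sum the rise was not smaller. The SINE median was 0.62 on the peak-table total (62 rises, 0 falls). As a share of implied read pairs SINE rose 1.52-fold, against 1.33-fold as a share of repeat counts. Peaks in SINE elements differed from matched repeat-free peaks by -0.00686 (95% bootstrap interval -0.0341 to 0.0202; unmatched 0.131; 2642 peaks). This leaves open whether the strength and position of these sites account for the rise, since among peaks SINE elements do not lead the repeat classes as they do among subfamilies (peak medians 0.63 for SINE, 0.62 for LTR and 0.81 for DNA). At peaks, the matched comparison showed no SINE excess beyond strength and position. An effect of the drug on SINE reads outside peaks was not tested.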
